A study of Mus musculus with 24 samples. Its data were reported in "Bias in recent miRBase annotations potentially associated with RNA quality issues" (2017).

How the data were processed

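MicroRNA (miRNA) hybridization signals were measured on 24 one-colour Agilent mouse miRNA arrays, each carrying 1881 mouse miRNAs with 30 spots per miRNA. The RNA came from the livers of 3 mice, and each mouse gave 8 arrays, 1 in each of 8 groups. Total RNA including small RNAs was prepared from tissue stored for 0 h or 96 h, with or without DNase digestion. RNA depleted of small RNAs was prepared from unstored tissue and hybridized untreated or after incubation with RNase at 0 U, 0.67 U or 0.026 U. Groups were taken from the labels of the samples, and the animal number in the labels paired the arrays of 1 mouse. All 8 arrays of a mouse shared a slide and a scan, so mouse, slide and scan cannot be separated.

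For mouse 9 the labels of the arrays at the higher and the lower RNase dose contradict each other. The titles, source names and RNase characteristics name 1 dose, and the descriptions and extraction protocols the other. These arrays were grouped by the descriptions, since the RNA integrity numbers (RIN) in the labels, 2.4 and 6.0, follow them. The leading RNase comparison averages both doses and sets them against 0 U, so it does not depend on which label is right, except in how the spread within a dose is estimated.

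Per the file headers, the authors scanned the arrays with Agilent Feature Extraction version 10.10.1.1, and the deposited scanner files hold fluorescence intensity, background subtracted and not normalized between arrays, with a detection flag per miRNA. The deposited table of all arrays holds values on a log2 scale that the authors made by variance stabilizing normalization (vsn), called glog2 here. It was checked that each array of that table is an inverse hyperbolic sine of a linear function of the total gene signal in its scanner file, with a largest absolute residual of 1.03e-05.

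The signal of a miRNA was its total gene signal where it was flagged detected, and otherwise the sum of the total signals of its probes. The vsn package was not used here. The method was written in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with 7 rounds of least trimmed squares that kept 90% of the miRNAs in each of 5 slices. The result differed from the deposited values by 0.0956 (SD), and the lowest Pearson correlation with them on any array was 0.999829 across miRNAs. On simulated data the method returned the scale of each array within 0.0185 on the log2 scale. This does not settle the scaling of the measured arrays. In DNase-treated RNA with small RNAs the mean vsn scale (log2) was 0.398 for unstored and -1.43 for stored tissue. The mean level of the spike-in features was 0.0998 and 0.0881 on the same arrays. Normalization used all 1881 miRNAs, and miRNAs detected on at least 5 of the 24 arrays were kept for testing, which left 631. There were 1002 miRNAs detected on no array.

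Groups were compared with limma 3.58.1 in R 4.3.3. A single fit held the 8 group means, with empirical Bayes moderation and a trend in the variance and no term for the mouse. A miRNA was called higher or lower at a Benjamini-Hochberg adjusted p (two-sided, over the miRNAs kept) under 0.05 with a change of at least 1 on the glog2 scale, a 2-fold change. There were 10 comparisons, and the adjustment was made within each. The study's methods name a rank test, which cannot pass 0.05 with 3 arrays against 3, since its smallest two-sided p is then 0.1. In simulated data with 200 changed miRNAs the fit recovered 86% for storage with 9 false calls, and 92% for RNase with 6 false calls. All simulated changes were larger than the threshold, in random directions, with independent noise and no mouse effect. They were added after normalization, so these rates do not cover errors of scaling. Counts per array were compared with two-sided exact permutation tests, which exchanged arrays within a mouse for the comparisons that pool groups. A replicate block for the mouse was tried as an alternative: after group means were removed, the correlation across miRNAs averaged 0.0914 between arrays of 1 mouse and -0.0449 between arrays of different mice. Between the 0 h arrays with and without DNase it was higher, 0.585, 0.423 and 0.217 within the 3 mice. With this replicate block 518 miRNAs changed with storage in DNase-treated RNA. No arrays of a group were identical, and the lowest correlation within a group was 0.849.

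Where miRNAs entered the miRBase catalogue was not used here. The number in the miRNA name, which rises broadly with the time of naming, served in its place, in 4 classes: below 300 (with the let-7 family), 300 to below 1000, 1000 to below 3000, and 3000 and above. The kept miRNAs were grouped by hierarchical clustering (Euclidean distance, complete linkage, 8 clusters). Overlaps between lists of calls were tested with Fisher's exact test across miRNAs, which are not independent replicates. Figures were drawn with matplotlib 3.10.9.

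The miRNAs named were set by a rule: for storage, for DNase at 96 h, for depletion and for RNase, the 3 largest increases and the 3 largest decreases on the glog2 scale among calls that went the same way in all 3 mice and were detected on every array of at least 1 compared group. A fixed list of 8 miRNAs was added, 5 abundant in liver and 3 named in the text of the study. Of the 29 miRNAs so named, 28 were matched to a RefSeq gene symbol. Positions are not given, because the array design and the annotation held refer to different genome builds. A change against a group in which a miRNA was detected on no array is given as a lower bound, against the lowest detected signal of each array. Grouping, model, filter, thresholds, naming rule and most alternatives were set before the data were examined.

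The alternatives were other scalings between arrays (75th percentile of the 122 miRNAs detected on all arrays or of all miRNAs, quantile, the 4 spike-in features, none, or vsn on the kept miRNAs alone), other signals (mean processed signal, the deposited values, or spot medians with normexp correction at an offset of 50, since the files hold no spot means), other filters, other detection rules (by probe, or a fixed level of 10 intensity units), a rank test, the mouse 9 arrays grouped by title or left out, a fit of only the compared groups, and leaving out each mouse. Signals under 1 were raised to 1 on the log2 scale, except under vsn and normexp. A filter of at least 2 arrays was added after the data were seen. It was found by counting miRNAs at several limits, and leaves 791. The filter stated in the study's methods is that of 5 arrays, which leaves 631 here and not the number that the study analysed. The number of arrays limits the precision of every value.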

Results

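MicroRNA (miRNA) signals were measured in liver RNA of 3 mice, with 3 arrays in each of 8 groups. The RNA integrity number (RIN), a scale on which higher values mean more intact RNA, was 8.93 ± 0.0577 (SD, n = 3) in fresh DNase-treated RNA and 2.33 ± 0.0577 (SD, n = 3) after 96 h of storage. In RNA depleted of small RNAs it was 9.10 ± 0.10 (SD, n = 3) at 0 U RNase, 2.63 ± 0.252 (SD, n = 3) at 0.67 U and 6.63 ± 0.551 (SD, n = 3) at 0.026 U. The total signal of the detected miRNAs ranged from 55237 to 163493 intensity units on the 0 h arrays with small RNAs and from 187378 to 362324 on the 96 h arrays. In depleted RNA it ranged from 7125 to 10043 on the untreated and 0 U arrays and from 36325 to 177642 on the RNase arrays. On the RNase arrays a single miRNA, mmu-miR-494-3p, chosen after its values were seen, held 56.8% ± 2.50 (SD, n = 3) of this signal at 0.026 U and 61.1% ± 1.33 (SD, n = 3) at 0.67 U.

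The first question was how many miRNAs give a signal in intact and in degraded RNA. In RNA with small RNAs, 298.7 ± 12.1 (SD, n = 3) miRNAs were detected per array at 0 h with DNase and 301 ± 36.3 (SD, n = 3) without. After 96 h of storage the numbers were 642.7 ± 62.6 (SD, n = 3) and 623 ± 26.2 (SD, n = 3). Over both DNase states the mean rose by 333 (two-sided exact permutation within mice, p = 0.00926, the smallest possible), and the lowest 96 h array lay above the highest 0 h array. The setting that moved this most, detection by probe, gave a rise of 300. Depleted RNA gave 202.7 ± 23.9 (SD, n = 3) detected miRNAs. This fell by 96 from RNA with small RNAs (two-sided exact permutation p = 0.1, the smallest that 3 arrays against 3 allow). A fixed detection level moved this fall most, to a change of -57.67. At 0 U RNase 203 to 238 were detected on the 3 arrays. The means were 356 ± 43.5 (SD, n = 3) at 0.67 U and 312 ± 83.4 (SD, n = 3) at 0.026 U. The rise of 119 from 0 U to both doses together had a two-sided exact permutation p of 0.0741 within mice, where 0.037 is the smallest possible, and of 0.0357 over all 84 relabellings. Within mice, the other relabelling as large took as control the arrays with 317, 403 and 408 detected. Their titles all state 0.67 U, so that relabelling parts RNase doses as titled and does not stand for chance. The means at each dose, though not which of them is higher, rest on the descriptions for mouse 9, whose titles state the opposite.

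**Figure D1:**
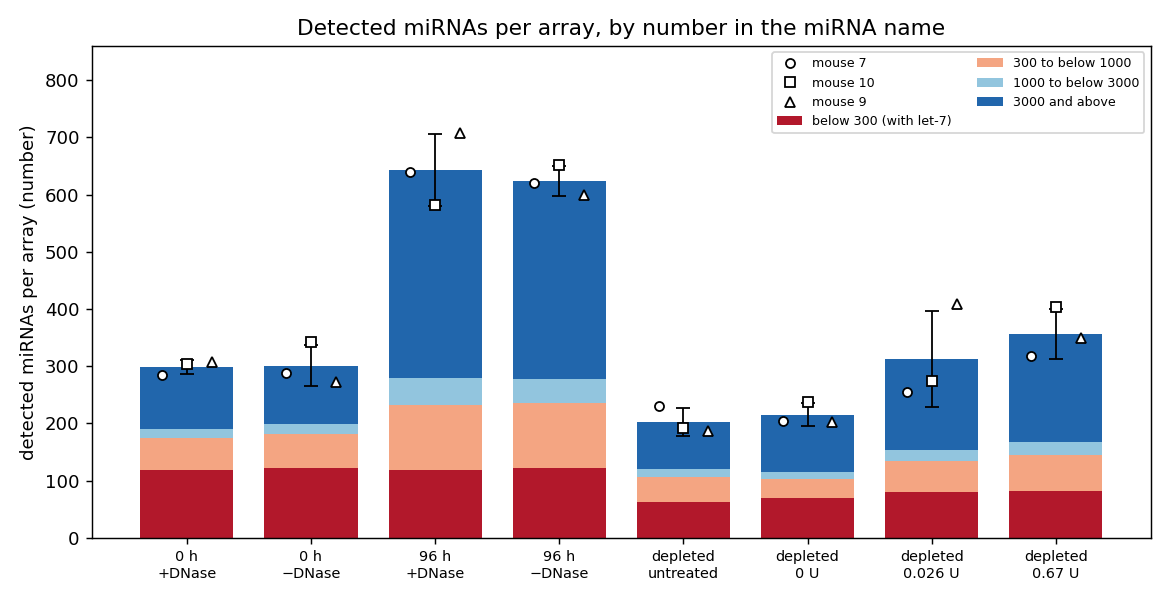
Mean number of detected miRNAs per array (vertical axis) in the 8 groups (horizontal axis), stacked by the number in the miRNA name; symbols are the 3 mice and bars show the SD of the total. The 96 h groups reach means of 642.7 and 623, above 298.7 and 301 at 0 h, while the class below 300 stays near 118 to 122.

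The second question was whether miRNAs named early and late gain signals alike. At 0 h with DNase, 118 ± 5.51 (SD, n = 3) miRNAs numbered below 300 were detected, against 119 ± 9.02 (SD, n = 3) at 96 h. Over both DNase states their number changed by 0.667 (two-sided exact permutation p = 0.898). In the class of 3000 and above the number was 108 ± 2.89 (SD, n = 3) at 0 h and 363 ± 34.6 (SD, n = 3) at 96 h with DNase. The share of this class among detected miRNAs rose by 21 percentage points over both DNase states (two-sided exact permutation p = 0.00926, the smallest possible). A fixed detection level moved this rise most, to 31.75 points. With RNase the share rose by 5.40 points (two-sided exact permutation within mice p = 0.0741, over all relabellings p = 0.0476), and by 3.52 to 6.40 points when a mouse was left out. Within mice, the other relabelling as large again took as control the arrays titled 0.67 U, with shares of 53.3%, 55.3% and 54.9%. The number below 300 also rose with RNase, by 10.5 (two-sided exact permutation within mice p = 0.037, the smallest possible, over all relabellings p = 0.0833). The share was also 5.54 points higher at 0 U RNase than in untreated depleted RNA (two-sided exact permutation p = 0.1, the smallest possible), a difference of similar size to that with RNase. The 0 U arrays differ from the untreated ones by incubation and a second isolation of the RNA, which cannot be separated.

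The third question was which signals change when tissue is stored. Of the 631 miRNAs kept, 381 were higher and 136 lower at 96 h in DNase-treated RNA (limma). Without DNase, 382 were higher and 145 lower, and 359 of the raised and 134 of the lowered miRNAs were shared with the DNase-treated RNA. Across miRNAs the changes with and without DNase had a Pearson correlation of 0.955. The split between higher and lower depends on the scaling between arrays. With DNase it was 487 and 93 under scaling to the spike-in features, 296 and 157 under the 75th percentile of miRNAs detected on all arrays, 284 and 199 under the 75th percentile of all miRNAs, 283 and 191 under quantile normalization, 261 and 242 with vsn on the kept miRNAs, 80 and 71 with normexp, and 656 and 559 with no filter. The median change of the kept miRNAs was 2.47 on the glog2 scale, against 3.40 under spike-in scaling, 0.80 under the 75th percentile of miRNAs detected on all arrays and 0.39 with vsn on the kept miRNAs. Without DNase the split was 477 and 98 under spike-in scaling, 477 and 101 with no normalization, 244 and 194 under the 75th percentile of all miRNAs, 263 and 184 under quantile normalization, 256 and 233 with vsn on the kept miRNAs and 74 and 81 with normexp. Changes of single miRNAs are to be read against these shifts.

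By class, the median change at 96 h with DNase was -2.71 ± 0.72 (SD of 3 mice) for the 141 kept miRNAs below 300, 2.28 ± 0.79 for the 124 from 300, 4.55 ± 0.42 for the 40 from 1000 and 3.58 ± 0.48 for the 326 of 3000 and above. Of the class below 300, 68.8% were lower and 19.1% higher. Of the class of 3000 and above, 2.76% were lower and 75.2% higher. These class medians and percentages hold under vsn and depend on the scaling. The mean vsn scale (log2) moved from 0.398 at 0 h to -1.43 at 96 h, while the spike-in level was 0.0998 and 0.0881. The size of the fall below 300 is therefore not settled. The class of 3000 and above exceeded the class below 300 by 6.29 in median change, and by 2.05 with no filter, the setting that moved this most.

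**Figure D2:**
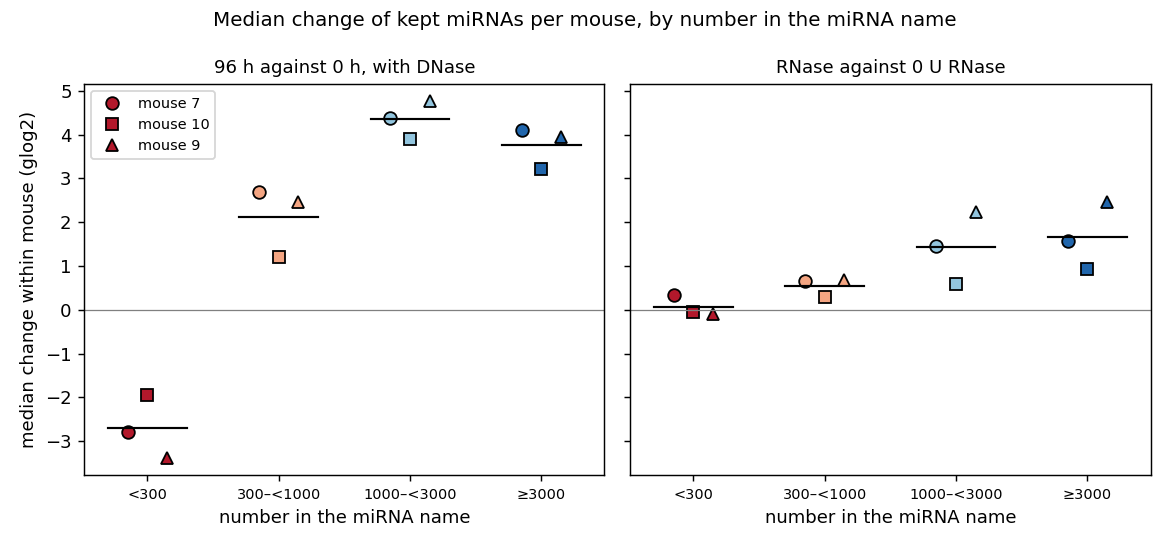
Median change of the kept miRNAs within each mouse (vertical axis, glog2) by the number in the miRNA name (horizontal axis), for storage with DNase and for RNase; symbols are mice and lines are means of the 3 mice. With storage the class below 300 lies between -3.38 and -1.94 and the class of 3000 and above between 3.21 and 4.11. With RNase the class below 300 stays between -0.09 and 0.34. The position of each class against 0 depends on the scaling between arrays.

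The largest increases at 96 h with DNase on the glog2 scale were mmu-miR-6349 (Mir6349), mmu-miR-8093 (Mir8093) and mmu-miR-8100 (Mir8100). All were detected on 0 of 3 arrays at 0 h and on 3 of 3 at 96 h, and were at least 45.9-fold, 55.2-fold and 12.6-fold higher, with limma adjusted p of 7.20e-10, 1.24e-09 and 7.20e-10, each higher in 3 of 3 mice. Their signals at 0 h were negative, which widens glog2 changes, so this order is not one of fold changes. The signal of mmu-miR-6349 at 96 h was 263 ± 108 intensity units (SD, n = 3). The largest decreases were mmu-miR-3968 (Mir3968), which fell by 5.96 on the glog2 scale (SE 0.32, limma adjusted p = 2.50e-11, lower in 3 of 3 mice), mmu-let-7e-5p (Mirlet7e), which fell by 5.56, and mmu-miR-144-3p (Mir144), which was detected on 0 of 3 arrays at 96 h with DNase and on 1 of 3 without. All 8 miRNAs of the fixed list passed the threshold, adjusted over the list alone as over all miRNAs kept; 3 of them were chosen from the study's text, so the former is not independent evidence. Of these, mmu-miR-122-5p (Mir122) fell by 3.08 (SE 0.49, limma adjusted p = 6.71e-06) and mmu-let-7a-5p (Mirlet7a-1) fell by 4.72 (SE 0.60, limma adjusted p = 4.17e-07), both in 3 of 3 mice. Under spike-in scaling mmu-miR-21a-5p, mmu-miR-192-5p, mmu-miR-22-3p and mmu-miR-451a fell by less than 2-fold. The rise of mmu-miR-652-5p by 1.16 (SE 0.46, limma adjusted p = 0.0232, higher in 3 of 3 mice) turned into a fall under the 75th percentile of all miRNAs, quantile normalization, normexp and vsn on the kept miRNAs, and mmu-miR-320-3p rose by 3.10 (SE 0.47). Without DNase mmu-miR-652-5p did not rise on the glog2 scale: it fell by 0.27 (SE 0.46, limma adjusted p = 0.587, lower in 2 of 3 mice). Before scaling, its signal without DNase rose from 119 ± 16.6 at 0 h to 319 ± 62.4 intensity units at 96 h (SD, n = 3 each). The absence of a rise therefore depends on the scaling. Without DNase 7 of the fixed list passed, adjusted over the list alone as over all miRNAs kept.

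The DNase comparison asked whether DNA adds to the signals. At 0 h limma called 0 miRNAs different without DNase, with 30 at an unadjusted p under 0.05 and 0 by the rank test. The replicate block for the mouse also gave 0 calls, with 36 at an unadjusted p under 0.05. After group means were removed, the 0 h arrays of 1 mouse correlated at 0.585, 0.423 and 0.217 in the 3 mice. No fit paired only the 0 h arrays by mouse, so small differences within mice may have been missed. The total signal of the detected miRNAs at 0 h was nevertheless higher without DNase in 3 of 3 mice, 142556 ± 18133 against 85632 ± 27675 intensity units (SD, n = 3 each), a log2 difference of 0.79 (two-sided exact permutation p = 0.1, the smallest possible). At 96 h it fell by 0.30 on the log2 scale without DNase (two-sided exact permutation p = 0.4). At 96 h, 39 were higher and 29 lower without DNase, against 42 and 91 under the 75th percentile of all miRNAs, 46 and 54 with no normalization, 40 and 46 with vsn on the kept miRNAs and 8 and 13 with normexp. The lower calls did not hold in some other fits: 31 were higher and 1 lower in a fit of only the compared groups, 5 and 0 without mouse 7, and 30 and 0 without mouse 9, against 80 and 72 without mouse 10. The exact rank test, which cannot go below p = 0.1 here, called 0 at 96 h. The largest increases were mmu-miR-466j (Mir466j), mmu-miR-669k-5p (Mir669k) and mmu-miR-466h-5p (Mir466h). For mmu-miR-466j the change was 3.85 (SE 0.69, limma adjusted p = 0.000796, higher in 3 of 3 mice), from 4.70 ± 4.96 to 57.3 ± 18.6 intensity units (SD, n = 3 each). The largest decreases were mmu-miR-6912-5p (Mir6912), mmu-miR-6385 (Mir6385) and mmu-miR-5622-3p (Mir5622), which fell by 2.37, 2.22 and 2.10, but by only 0.05, 0.03 and 0.12 within mouse 10. The correlation across miRNAs between the DNase-treated 96 h arrays was 0.884 for mice 7 and 10, 0.849 for mice 10 and 9 and 0.977 for mice 7 and 9.

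RNA depleted of small RNAs was compared with RNA containing them to see which signals need small RNAs. In untreated RNA, 34 miRNAs were higher and 154 lower after depletion (limma). The split was 252 and 82 under the 75th percentile of miRNAs detected on all arrays, 107 and 119 under quantile normalization, 64 and 132 with vsn on the kept miRNAs and 100 and 188 with no filter. The largest decreases were mmu-miR-5100 (Mir5100) and mmu-miR-6366 (Mir6366), which fell by 8.66 (SE 0.46, limma adjusted p = 5.56e-12) and fell by 7.99 (SE 0.53, limma adjusted p = 1.84e-10), each in 3 of 3 mice, and mmu-miR-101c (Mir101c), detected on no depleted array and at least 18.7-fold lower. The largest increases were mmu-miR-466g (Mir466g), mmu-miR-467a-3p (Mir467a-1) and mmu-miR-669n (Mir669n), at least 6.85-fold, 4.68-fold and 4.62-fold higher and detected on 0 of the 3 arrays compared, those at 0 h with DNase. At 96 h, mmu-miR-466g and mmu-miR-669n were detected on 3 of 3 arrays both with and without DNase. In depleted RNA at 0 U RNase all 3 miRNAs were detected on 0 of 3 arrays, so their increase was absent there. Of the fixed list 8 passed the threshold adjusted over the list alone and 7 over all miRNAs kept, with the same limit on the former. mmu-miR-122-5p fell by 1.79 (SE 0.49, limma adjusted p = 0.00622, lower in 3 of 3 mice), but rose under the 75th percentile of miRNAs detected on all arrays and under quantile normalization. mmu-let-7a-5p fell by 1.56 (limma adjusted p = 0.0529); with a block for the mouse its adjusted p was 0.0346. Of the 145 miRNAs lower after storage without DNase, 78.6% were also lower after depletion, against 8.23% of the other 486. At 0 U RNase 1 miRNA was higher and 10 were lower than in untreated depleted RNA (limma), against 12 and 12 under the 75th percentile of all miRNAs and 1 and 1 with normexp; leaving out mouse 7 gave 0.

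RNase treatment of depleted RNA asked which signals fragments of longer RNA can give. Both doses together raised 282 miRNAs and lowered 0 (limma, with 319 changed at an unadjusted p under 0.05), and the rank test called 0 after adjustment and 243 before. The absence of falls depends on the scaling. Raised and lowered miRNAs were 194 and 0 under spike-in scaling, but 157 and 184 under the 75th percentile of miRNAs detected on all arrays, 158 and 146 under quantile normalization, 173 and 78 under the 75th percentile of all miRNAs, 167 and 214 with vsn on the kept miRNAs and 36 and 16 with normexp. The median change was 0.69, against -0.49 with vsn on the kept miRNAs. At 0.026 U, 231 were higher and 1 lower, and leaving out mouse 9, which has the conflicting dose labels, left 103 calls. At 0.67 U, 283 were higher and 3 lower. Under the 75th percentile of miRNAs detected on all arrays these splits were 124 and 152 at 0.026 U, and 162 and 187 at 0.67 U. They were 125 and 113, and 169 and 157, under quantile normalization. Under the 75th percentile of all miRNAs they were 138 and 65, and 190 and 82. With vsn on the kept miRNAs they were 145 and 171, and 178 and 242, and with normexp 35 and 11, and 43 and 20. By class the median change over both doses was 0.05 ± 0.24 (SD of 3 mice) below 300 and 1.67 ± 0.77 for 3000 and above. The class of 3000 and above exceeded the class below 300 by 1.63 in median change, and by 0.17 with no filter.

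The largest increases with RNase on the glog2 scale were mmu-miR-7032-5p (Mir7032), mmu-miR-696 and mmu-miR-1967 (Mir1967), detected on 6, 6 and 4 of 6 RNase arrays and on 0 of 3 at 0 U. They were at least 7.87-fold, 5.38-fold and 2.20-fold higher, with limma adjusted p of 4.81e-10, 1.32e-09 and 7.38e-08, each higher in 3 of 3 mice. Their signals at 0 U were negative, which widens glog2 changes, so this order is not one of fold changes. Of the fixed list 2 passed the threshold, adjusted over the list alone as over all miRNAs kept. These were mmu-miR-652-5p (Mir652), at least 76.6-fold higher, and mmu-miR-320-3p (Mir320), detected on no array of either group, for which no fold is given. The changes of mmu-miR-122-5p, mmu-let-7a-5p and mmu-miR-21a-5p were 0.05 (SE 0.42), 0.06 (SE 0.52) and 0.18 (SE 0.32), within the spread between replicates, but they became falls past the threshold under the 75th percentile of miRNAs detected on all arrays and under quantile normalization.

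The last comparison asked whether storage and RNase raise the same signals. Of the 381 miRNAs raised at 96 h with DNase, 269 were also raised by RNase. This is 70.6% (95% Wilson interval 65.8% to 74.95%, counting error only), against 5.20% of the other 250 (odds ratio 43.8, two-sided Fisher's exact p = 2.77e-67 across miRNAs). Under no normalization, which moved this most, the share was 39.0%. The changes themselves had a Pearson correlation of 0.702 and a Spearman correlation of 0.741 across miRNAs.

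Clustering of the 631 miRNAs gave 8 clusters of 3 to 182 miRNAs. In the largest, the median centred signal was 0.93 at 0 h and -0.68 at 96 h with DNase, and 45.6% of its miRNAs were numbered below 300. The cluster of 146 miRNAs was higher at 96 h (1.45) than at 0 h (-0.90) with DNase, and rose less with RNase, from -0.68 at 0 U to -0.32 at 0.026 U and -0.17 at 0.67 U. The cluster of 142 miRNAs, 72.5% of them of 3000 and above, was higher both at 96 h (2.72 with DNase) and at 0.67 U RNase (1.61). Under the alternatives run for it the largest cluster held 235 to 357 miRNAs, always more than the 182 here. The highest number came under the 75th percentile of miRNAs detected on all arrays.

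**Figure D3:**
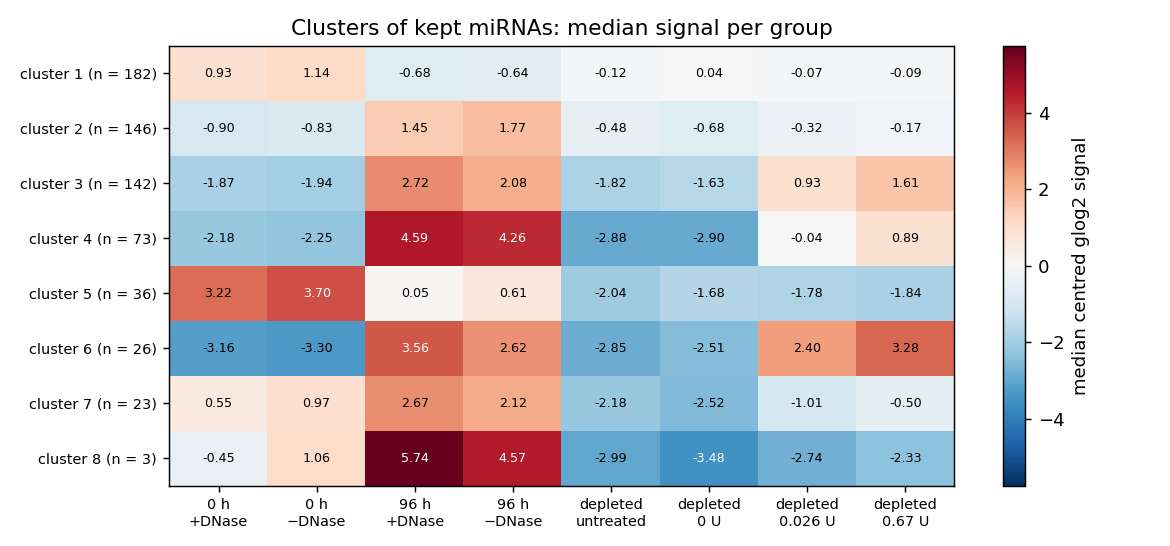
Median signal of each of the 8 clusters (vertical axis) in the 8 groups (horizontal axis), on the glog2 scale and centred on each miRNA's mean over the 24 arrays. The cluster of 142 miRNAs rises from -1.87 at 0 h to 2.72 at 96 h with DNase and from -1.63 at 0 U to 1.61 at 0.67 U RNase.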

Values the study reported

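The study reported about 300 detected miRNAs in intact liver RNA including small RNAs, and over 600 after degradation. In RNA depleted of small RNAs it gave about 200 detected miRNAs when intact, and 300 and 350 when partially and fully degraded. For miRNAs of the first miRBase versions it gave means of 122 in intact and 124 in degraded RNA. For those of the latest versions it gave 115 and 372. It clustered 791 miRNAs, and its first and second clusters held 202 and 248 miRNAs.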

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

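The tests in this part were chosen only after the results were seen, except limma's test of the difference in storage effect (also when recomputed under other scalings and without each mouse) and the test for a local mark on the array surface.

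The effect of storage differed between RNA with and without DNase digestion for 7 miRNAs, by limma's test of the difference itself, with 87 at an unadjusted p under 0.05. All 7 also differed with DNase at 96 h. They were mmu-miR-1943-3p, mmu-miR-1947-3p, mmu-miR-32-3p, mmu-miR-467c-5p, mmu-miR-7047-3p and mmu-miR-877-3p, higher without DNase, and mmu-miR-6402, lower, and were named here after their values were seen. Of 100 splits of the arrays within each time point, the real one included, 14 gave at least as many calls, and 1 gave 77, so chance is not excluded. Leaving out mouse 7 or mouse 9 gave 0 calls, with 23 and 52 at an unadjusted p under 0.05, and leaving out mouse 10 gave 34, of which 11 were higher and 23 lower. Without any 1 mouse the 7 miRNAs kept their direction, each with a change of more than 1 on the glog2 scale. The count also changed with the scaling, reaching 70 under the 75th percentile of all miRNAs. There 25 were higher and 45 lower, against 6 and 1, and 23 and 12 under spike-in scaling and under quantile normalization, 23 and 14 with no normalization and 6 and 0 with normexp. A response to residual DNA in stored tissue remains possible and was tested only through the DNase groups.

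Single arrays were a further explanation for the DNase difference at 96 h. miRNAs called without mouse 7 or without mouse 9 changed in the mouse left out by a median of at least 2.30 in the direction of the call, in 5 of 5 and 30 of 30 miRNAs, which argues against single arrays as their source. All of these were rises. No fall was called without mouse 7 or without mouse 9, so this test does not cover the falls. For the 152 miRNAs called without mouse 10, the median change in mouse 10 was 0.177, with 100 in the same direction. For these, the deviation of a single array and a difference between mice cannot be told apart, because each mouse has 1 array per group. The limit of 1 for this reading, and the division into these sets, were set after the values were seen.

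A negative control feature outside the comparisons, NC1_00000215, had a mean signal of 27.68 intensity units on the array of untreated depleted RNA of mouse 10, against -0.424 to 2.44 on the 23 other arrays. On that array 59 of its 100 spots were well above background. A local mark was tested first: the raised spots lay 175.3 spots apart on average, farther than all spots of the feature (148.1), with a one-sided permutation p of 1 for being closer, so they were not gathered in 1 place. The positions of the spots were then looked at, and a test for the edges of the array was added from that look, on the same data. The raised spots lay 22.31 spots from the nearest edge, against 55.7 for the 41 others (one-sided permutation p = 1e-05, the smallest that 100000 permutations can give). Hybridization near the edges may be the source, as a hypothesis. A raised background over the whole array is argued against by 5 of 6 other negative controls, which lay within the range of the other arrays. No biological explanation was tested.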

How the results depend on the processing

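The filter of at least 2 arrays was chosen after the data were seen, as were the single measures used for classes and for clusters (a difference of class medians, and the size of the largest cluster); the other alternatives were planned. Of the values that answer a comparison, 180 kept their direction and side of the threshold, or stayed within 1.5-fold for counts, while 77 moved, 6 became weaker and 1 became stronger. Of the values of named miRNAs, 18 reversed, 61 kept their direction but no longer passed the threshold, 17 of them with normexp and 9 under spike-in scaling, and 10 kept it and newly passed. The falls of mmu-miR-6912-5p, mmu-miR-6385 and mmu-miR-5622-3p without DNase at 96 h no longer passed under spike-in scaling, in a fit of only the compared groups, and without mouse 7 or mouse 9.

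Storage counts with and without DNase (517 and 527) were 151 and 155 with normexp, whose offset shrinks changes of dim miRNAs by construction, and 1215 and 1136 with no filter. With no filter, 393 of the 559 lowered miRNAs with DNase were detected on no array. Depletion (188) gave 334 under the 75th percentile of miRNAs detected on all arrays, 57 with normexp and 288 with no filter. RNase (282) gave 52 with normexp, 0.67 U RNase (286) gave 63, and 0.026 U RNase (232) gave 46, and for the last also 124 with no normalization, 125 under spike-in scaling and 102 in a fit of only the compared groups; leaving out a mouse gave 103 to 282.

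DNase at 0 h (0) gave 5 under the 75th percentile of miRNAs detected on all arrays, 10 under the 75th percentile of all miRNAs, 2 with no normalization, 3 under spike-in scaling, 7 under quantile normalization and 1 with no filter and with a filter of 2 arrays. DNase at 96 h (68) gave 133 under the 75th percentile of all miRNAs, 21 with normexp, 135 with no filter, 104 with a filter of 2 arrays, 32 in a fit of only the compared groups, and 5 to 152 when a mouse was left out. The difference in storage effect by DNase (7) gave 39 and 70 under the 75th percentile of miRNAs detected on all arrays and of all miRNAs, 37 with no normalization, 35 under spike-in scaling and under quantile normalization, 34 with vsn on the kept miRNAs, 12 with mean processed signal, 17 with no filter, 13 with a filter by group, 23 with a filter of 2 arrays, and 0 to 34 when a mouse was left out. 0 U RNase against untreated depleted RNA (11) gave 29 and 24 under those percentiles, 7 with no normalization and under spike-in scaling, 23 under quantile normalization, 2 with normexp, 38 with no filter, 20 with a filter of 2 arrays, 6 in a fit of only the compared groups, and 0 to 6 when a mouse was left out. The cause was not tested for any of these. The deposited values left every count within 1.5-fold.

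The rank test gave 0 calls after adjustment in each comparison of groups, and 0 before it except for both RNase doses together (243). With 3 arrays against 3 this follows from its smallest p of 0.1. A rank test of the difference in storage effect was not run.

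The rise in detected miRNAs at 96 h was 318.5 to 352.8 when a mouse was left out, and the rise in the share of 3000 and above was 20.8 to 21.12 points, each with a two-sided exact permutation p of 0.0556, the smallest then possible with 2 mice. With RNase the share rose by 11.32 points at a fixed level (two-sided exact permutation p = 0.037). The difference between classes with storage (6.29) was 4.806 under the 75th percentile of miRNAs detected on all arrays, 5.102 under quantile normalization and 2.051 with no filter. With RNase (1.63) it was 0.226 with no normalization, 0.235 under spike-in scaling, 0.725 under quantile normalization and 0.17 with no filter. The largest cluster (182) held 235 to 357 under the alternatives run for it, with 357 under the 75th percentile of miRNAs detected on all arrays. The cause was not tested. The share of miRNAs raised by storage that RNase also raised stayed above that of the others under the settings run for it, from 39.0% to 73.1%.

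Some named miRNAs reversed. At 96 h mmu-miR-652-5p was -0.384 under the 75th percentile of all miRNAs, -0.587 under quantile normalization, -0.243 with normexp and -0.604 with vsn on the kept miRNAs. After depletion mmu-miR-122-5p was 0.387 under the 75th percentile of miRNAs detected on all arrays and 2.365 under quantile normalization. With RNase, under the same pair of settings, mmu-miR-122-5p was -1.284 and -2.137, mmu-miR-192-5p -1.201 and -1.558, mmu-let-7a-5p -1.275 and -2.03, mmu-miR-21a-5p -1.131 and -1.495, and mmu-miR-451a -1.201 and -1.301. mmu-let-7a-5p was -1.32 with normexp, and mmu-miR-320-3p -0.16 with vsn on the kept miRNAs. The cause was not tested.

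A replicate block for the mouse gave 281 calls for RNase and 198 for depletion. It brought mmu-let-7a-5p past the threshold after depletion and changed no other call of a named miRNA, and no count by over 1.5-fold. Grouping the mouse 9 arrays by title or leaving them out gave 289 and 254 calls for RNase. For signal over background, the median signal of detected miRNAs was 5.54 intensity units at 0 U RNase and 24.5 at 96 h with DNase, so falls of dim miRNAs in depleted RNA are hard to see.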

Other observations

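All tests in this part were chosen only after the results were seen.

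Counting other splits of the same arrays tested whether chance could give as many calls. For storage with and without DNase, for depletion, for 0 U RNase and for each RNase dose alone, 1 of 10 splits, the real one, gave as many calls. For storage, depletion and each RNase dose alone, no other split gave a limma call. For DNase at 96 h it was 2 of 10, and the other split gave 71 calls. For DNase at 0 h, with 0 calls, all 10 did. With 10 splits chance cannot be excluded by this count. For both RNase doses pooled against 0 U (283 calls in that fit), 4 of 84 splits gave as many calls, a share under 0.05. Among the 27 splits that take 1 array of each mouse as control, as the real one does, 2 did, a share not under 0.05. Besides the real one this was a split with 295 calls, whose control arrays are all titled with the higher RNase dose. That split parts RNase doses as titled and does not stand for chance, so the share among the 27 cannot measure chance. Splits outside these 27 take more than 1 control array from a mouse.

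For mouse 9, the described change from 0.026 U to 0.67 U RNase had a Pearson correlation of -0.735 across miRNAs with the mean change of mice 7 and 10, which correlated at 0.758 with each other. On the array described as 0.026 U, 408 miRNAs were detected, and the median change from 0.026 U to 0.67 U was -0.48 in mouse 9 against 0.48 and 0.95 in the other mice. This is consistent with arrays exchanged relative to the descriptions, as the titles have it, but the RIN of 6.0 and 2.4 follow the descriptions. The integrity numbers and the descriptions may both have been exchanged, or mouse 9 may have responded differently, and neither was tested.

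The gain of late-numbered miRNAs at 96 h was set against technical explanations. If early-numbered miRNAs only lacked room to gain, those undetected on every 0 h array should have gained alike. Of 239 such miRNAs below 300, 7.531% were detected on every 96 h array, against 20.9% of 815 numbered 3000 and above (two-sided Fisher's exact p = 6.95e-07 across miRNAs). The signal of the negative controls was 1.448 intensity units at 96 h and 3.07 at 0 h, on 6 arrays each. These signals are background subtracted, so they cannot show a background that the subtraction removed. The local background per the file headers was 20.3 to 22.8 on the 96 h arrays and 19.4 to 22.5 on the 0 h arrays. Neither measure showed a clearly raised background at 96 h. Detection uses signals that are not normalized between arrays, and the share of the class of 3000 and above among detected miRNAs rose by 21 percentage points at 96 h, which argues against vsn scaling as the source of this gain. How far scaling adds to the difference in median change was not settled. Fragments of longer RNA could give such signals, as the overlap with RNase allows, but neither probe sequences nor their similarity to other RNAs were used here.

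Of the 136 miRNAs lower at 96 h with DNase, 93 stayed lower under spike-in scaling and 43 did not. Their median change was -3.18, and -1.52 under spike-in scaling. The scaling may therefore account for part of the size of these falls and for part of the calls, but not for all of either.

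The rise of the total signal with RNase did not rest on mmu-miR-494-3p alone. Without it, the lowest RNase array had 1.731 times the total signal of the highest 0 U array. Which RNA gives the signal of mmu-miR-494-3p was not tested.

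Control features named hur and mr on the array were lower at 96 h than at 0 h in 3 of 3 mice. On the log2 scale hur_1 fell by 3.45 ± 0.79 (SD, n = 3), hur_2 fell by 1.82 ± 0.66, hur_6 fell by 3.44 ± 0.77, hur_4 fell by 0.97 ± 0.16 and mr_1 fell by 1.09 ± 0.26. The mean of the 4 spike-in features changed by -0.037, which argues against a general loss of hybridization or labelling. What these features bind is not known here, so no biological explanation was tested.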
